# Spermine Regulates Immune and Signal Transduction Dysfunction in Diabetic Cardiomyopathy

**DOI:** 10.3389/fendo.2021.740493

**Published:** 2022-01-31

**Authors:** Can Wei, Mengting Sun, Xiao Liang, Bingbing Che, Ningning Wang, Lili Shi, Ying Fan

**Keywords:** diabetic cardiomyopathy, spermine, RNA sequencing, immune system, signal transduction

## Abstract

**Background:**

Diabetic cardiomyopathy (DCM) is a specific form of cardiomyopathy that is independent of coronary artery disease and hypertension. Exploring the transcriptomics of DCM is of great significance for understanding the biology of the disease and for guiding new therapeutic targets for the potential therapeutic effect of spermine (SPM).

**Methods and Results:**

By using a mouse DCM model, we analyzed the transcriptome of the myocardium, before/after treatment with SPM. Using RNA sequencing (RNA-seq), we identified 1,318 differentially expressed genes (DEGs), with 636 being upregulated and 682 being downregulated in DCM compared to control check (CK). We then identified 1,393 DEGs, with 887 being upregulated and 506 being downregulated in SPM compared to DCM. Kyoto Encyclopedia of Genes And Genomes (KEGG) analysis demonstrated that the DEGs were significantly enriched in the immune system and signal transduction-related pathways. UpSet Venn analysis showed that 174 DEGs in DCM could be reversed by SPM, with 45 candidates related to immune system and related signal transduction pathways. Trend analysis demonstrated the dynamic changes in gene levels in DCM and SPM treatment, shown as 49 immune and signal transduction-related candidates were significantly enriched in some classical pathways, such as complement and coagulation cascades and phosphatidylinositol-4,5-bisphosphate 3-kinase (PI3K)-protein kinase B (Akt) signaling pathway. To further reveal the protective mechanism of SPM to DCM, we predicted 14 overlapped transcription factors (TFs) and their co-factors involved in gene transcription regulation and showed gene interaction with Cytoscape.

**Conclusion:**

The biomarkers and canonical pathways identified in this study may hold the key to understanding the mechanisms of DCM pathobiology and providing new targets for the therapeutic effect of SPM against DCM by targeting abnormal immune response and signal transduction.

## Introduction

Diabetic cardiomyopathy (DCM) is closely associated with type 1 diabetes (T1D), which is characterized by hyperglycemia and results in low-grade systemic inflammation (1). Studies have shown that immune and its related signal transduction pathways, oxidative stress, fibrosis, coronary endothelial cells dysregulation, exosomes, abnormal mitochondrial calcium handling, and some other factors play a potentially important role in the pathogenesis of diabetes and dilated cardiomyopathy, but the exact mechanism is not yet fully understood (1–4). The development of high-throughput genomics techniques improves the classical studies over large gene datasets; thus, we can better understand the molecular mechanism of DCM (5).

Spermine (SPM), a natural product of cellular metabolism, is a small polyamine with positively charged alkylamines (6). SPM has many biological functions and is crucial for diverse physiological processes including immunity and transcriptional regulation (7, 8). We have previously found that the intracellular content of SPM was decreased significantly in cardiomyocytes of T1D rats, resulting in myocardial energy metabolism disorder, oxidative stress, and myocardial fibrosis, which can be alleviated by exogenous SPM treatment (9–12). However, the effect of SPM on DCM, especially on immunity and its related signal transduction pathways, needs to be further explored.

Here, we describe the dynamic changes occurring throughout non-treated and SPM-treated myocardium of diabetic mice from the omics perspectives. The information from this study may be utilized in identifying novel candidate targets and pathways for SPM treatment of DCM.

## Materials and Methods

### Animal Use and Experimental Design

Male C57BL/6J mice (aged 6–8 weeks and weighted 22–24 g) were supplied by the Laboratory Animal Center of Harbin Medical University (Harbin, China). Mice were housed in a controlled environment (24 ± 1°C; 60 ± 10% relative humidity; fixed 12/12 h light/dark cycle) with food and water *ad libitum* and were randomized into three groups (n = 24 per group): (1) control check group (CK), 0.1 mol/L sterile citrate buffer (pH 4.5) was injected intraperitoneally; (2) diabetic cardiomyopathy model group (DCM), a single intraperitoneal injection of streptozotocin (STZ, 180 mg/kg, dissolved in 0.1 mol/L, pH 4.5 citric acid–citrate sodium buffer) was used to establish type 1 diabetes (T1D) model with normal diet fed for 12 weeks; and (3) spermine group (SPM), an injection of SPM (1 mg/kg/day) every day for 2 weeks prior to STZ injection; after which SPM was injected every other day for 12 weeks. The experimental mice were fasted 12 h prior to the STZ administration; immediately thereafter, 10% sucrose was supplemented in the drinking water for 24 h to avoid sudden hypoglycemia due to insulin hyper-secretion. The body weight and blood glucose levels were monitored once weekly after 6 h fasting. Additional details may be found in our previous study (9). Animal safety protocols were followed by the investigators and the Animal Laboratories personnel according to the guidelines of the Harbin Medical University.

After 12 weeks, the mice were fasted overnight and then anesthetized with pentobarbital sodium for tissue collection. The animal study was reviewed and approved by Harbin Medical University. The transthoracic two-dimensional (2D) echocardiography (Vevo 2100) ultrasound system was used to detect heart function. Left ventricular ejection fraction (LVEF), left ventricular fractional shortening (LVFS), left ventricular internal diameter systolic (LVIDs), and left ventricular internal diameter diastolic (LVIDd) were monitored. Images were obtained from two-dimensional, M-mode, pulsed-wave Doppler and tissue Doppler imaging. All measurements were calculated from the average of five consecutive cardiac cycles. The hearts of the mice were carefully dissected from the surrounding tissues and stored at −80°C for further experiments.

### Histological Analysis

The collected heart tissues were subjected to fixation in 4% paraformaldehyde (PFA) and made into paraffin-embedded 5-μm slices. To observe tissue damage and fibrosis, the samples were stained by hematoxylin and eosin (H&E) and collagen I immunohistochemistry, and photographed under a microscope (Leica, Germany).

### RNA Sequencing Analysis

Total RNA was isolated from the collected heart tissues from three mice in each group with Trizol Reagent (Invitrogen, Life Technologies Corporation). RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) and checked using RNase free agarose gel electrophoresis. Extracted mRNA was enriched by Oligo (dT) beads, with removal of rRNA using a Ribo-Zero Magnetic Kit (Epicentre, WI, USA). Then, the enriched mRNA was fragmented into short fragments and reverse transcribed into cDNA with random primers. After synthesis of second-strand cDNA, fragments were then purified, end repaired, polyadenylated, and ligated to Illumina sequencing adapters. Ligation products were size selected by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina HiSeq 2500 by Gene Denovo Biotechnology Co. (Guangzhou, China) (13). Clean reads were further filtered by fastp (version 0.18.0) (14). We used DESeq2 software to identify RNA differential expression between two different groups (15). The genes/transcripts with the parameter of false discovery rate (FDR) <0.05 and absolute fold change ≥1.5 were considered differentially expressed genes/transcripts.

KEGG enrichment analysis was then used to identify the significantly enriched metabolic or signal transduction pathways in differentially expressed genes (DEGs) comparing with the whole genome background (16). The calculated p-value went through FDR correction, taking FDR <0.05 as a threshold. Briefly, we input gene expression matrix and ranked genes by SinaltoNoise normalization method. Enrichment scores and p-value were calculated in default parameters.

### Statistical Analysis

The calculated p-value went through false discovery rate (FDR)  correction, taking FDR <0.05 as a threshold, and absolute fold change ≥1.5 was considered differentially expressed genes/transcripts. For the myocardial tissue used for RNA-seq analysis, 18 mouse hearts were randomly divided into three parts, that is, six hearts each for the mixed samples. For all experiments, analyses were done at least in biological triplicate.

## Results

### Gene Expression Profile and Enrichment Analysis of Myocardial Tissue in CK, DCM, and SPM Mice

The systemic and cardiac data and diastolic dysfunction were validated in the model (**Supplementary Figure S1**). Differentially expressed genes (DEGs) in the myocardium evaluated by RNA-seq analysis showed that 636 genes were upregulated, while 682 genes were downregulated by at least 1.5-fold in the diabetic cardiomyopathy (DCM) model group compared to control check (CK) group, while 887 genes were upregulated while 506 genes were downregulated in the spermine (SPM) group compared to DCM. 

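Heart RNA was sequenced in 9 libraries, 3 of CK mice, 3 of DCM mice killed 12 weeks after streptozotocin at 180 mg/kg, and 3 of SPM mice, which also received spermine at 1 mg/kg, every day for 2 weeks before the streptozotocin and every other day for 12 weeks after it. The paper and the tissue label of the libraries name the heart, whereas the extraction protocol deposited with all 9 libraries speaks of retinas. The RNA paragraph of the methods gives 3 mice per group, whereas the statistics paragraph gives 18 hearts mixed in pools of 6, so whether a library is 1 mouse or a pool is not settled by the paper. The authors deposited whole-number counts for 22851 genes and, separately, FPKM values, which equal the counts divided by 1 length per gene and by the total of the library. The aligner, the counting tool and the genome build are not given in the sources used here. Total counts on genes were 29901300 to 33990348 in CK (median 29910966), 30556114 to 39718680 in DCM (median 34950407) and 31472566 to 33444305 in SPM (median 31836928). The mitochondrial gene mt-Co1 held between 9.46% and 13.1% of the counts of a library. Gene symbols and coordinates were taken from GENCODE M21 on GRCm38 by Ensembl identifier, which matched 22820 of the identifiers. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had between 7.36 and 34.3 CPM (counts scaled to equal library totals) in every library. All 12 genes of a marker list for atrial myocardium reached 1 CPM in every CK and DCM library. Its most abundant genes Nppa, Myl4 and Myl7 had 301.1 to 830.4, 125.3 to 455.8 and 96.0 to 326.1 CPM over the 9 libraries. These values, read for this purpose after they had been seen, argue against retina as the tissue. No list of retina genes was tested. The deposited counts were compared with edgeR's quasi-likelihood test after TMM normalization, 2 groups at a time, over the genes that passed edgeR's filterByExpr. A gene was called a DEG at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5.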

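The counts of SPM replicate 2 lay between those of SPM replicates 1 and 3 for 67.5% of genes. A mixture of 45.4% of replicate 1 with replicate 3 as the remainder left a median squared deviation of 0.902 times the counting noise, and the smallest value among the other 251 combinations of a library with a pair of libraries was 2.49. Of the 2656 genes without a count in replicates 1 and 3, 30 had a count in replicate 2, where a separately sequenced sample would give about 652. Replicate 2 was kept in the comparisons as planned, although its independence of replicates 1 and 3 is in doubt. For that reason values without it are given beside many of those of SPM compared to DCM. Where none is given, as for SDs and exact permutation tests, replicate 2 counts as a library of its own.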

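In DCM compared to CK, 292 genes were upregulated and 333 were downregulated among 14402 genes tested. In SPM compared to DCM, 392 genes were upregulated and 129 were downregulated among 14493 genes tested. The median absolute log2 fold change of the DEGs was 0.87 and 0.90, respectively. The 3 libraries of one group lay all above or all below those of the other for 620 of the 625 DEGs of DCM compared to CK and for 492 of the 521 DEGs of SPM compared to DCM, and for 29.3% and 39.3% of all genes tested, where chance gives 10% for 3 independent libraries per group. Without SPM replicate 2, where chance gives 20%, 41.4% of the genes tested in SPM compared to DCM and the same 492 DEGs did not overlap. At an unadjusted p below 0.05 the numbers were 3544 and 5016. Among the alternatives that kept all libraries, dropping the fold-change limit moved the numbers most, to 1497 and 2408 DEGs. The number for SPM compared to DCM depended on single libraries. It was 56 (42 upregulated) without SPM replicate 2, 73 (49 upregulated) without DCM replicate 2, 280 without DCM replicate 1 and 791 without SPM replicate 3. Fold changes in SPM compared to DCM fell with the GC content of the gene (Spearman rho -0.502 across 14484 genes, which are not independent replicates). The median GC content was 44.0% for upregulated and 55.2% for downregulated DEGs. A correction for this trend, chosen after it had been seen, gave 129 DEGs, of which 95 were upregulated. They hold 108 of the 521 DEGs and 21 others.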

We used a volcano plot to indicate the above changes. 

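The 5 largest rises in DCM compared to CK among DEGs whose libraries did not overlap were Rab3a, Cyp1a1, Klk1b26, Myh7 and Dusp4. Cyp1a1 (ENSMUSG00000032315, chromosome 9 from 57687928 to 57703824) rose from 3.22 ± 1.16 to 26.3 ± 3.68 normalized CPM (SD, n = 3), a log2 fold change of 3.02 (standard error 0.21, adjusted p = 5.94e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The beta-myosin heavy chain gene Myh7 (ENSMUSG00000053093, chromosome 14 from 54970684 to 54994626) rose from 205.1 ± 72.6 to 1451 ± 399.9 normalized CPM (SD, n = 3), a log2 fold change of 2.82 (standard error 0.24). Rab3a rose by 3.86, Klk1b26 by 2.93 and Dusp4 by 2.82 on the log2 scale. In SPM replicates 1, 2 and 3, Myh7 had 4865, 3370 and 2033 normalized CPM, above the highest DCM library at 1912. Cyp1a1 had 98.74, 60.82 and 30.55 there, with the highest DCM library at 30.23. Rab3a lay below all DCM libraries in SPM, and Klk1b26 and Dusp4 overlapped with DCM. The 5 largest falls in DCM compared to CK were in Alb, Spic, Gm34084, Mmp13 and Eme1, with log2 fold changes of -5.09, -3.92, -3.49, -3.29 and -3.20. The size of the fall of Alb rested on CK replicate 2, which held 1010 of its counts against 75 and 33 in the other CK libraries. Its log2 fold change without that library was -2.48, and Alb was still a DEG there. It was no longer a DEG without DCM replicate 2, without DCM replicate 3, with all 9 libraries in one fit or by limma. Spic had 48 counts in CK and 3 in DCM, a ratio of 0.0592 (95% counting interval 0.0118 to 0.184). Eme1 was not a DEG without any 1 of CK replicates 1, 2 and 3 or DCM replicates 1 and 2, nor with replicates as a block, and Klk1b26 was not a DEG without DCM replicate 1.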

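The 5 largest rises in SPM compared to DCM by the same rule were Apoh, Marco, Saa3, Ngp and Gm29427, with log2 fold changes of 5.55, 5.46, 4.64, 4.33 and 4.05. Marco (ENSMUSG00000026390, chromosome 1 from 120474538 to 120505024) rose from 0.0349 ± 0.038 to 1.84 ± 0.912 normalized CPM (SD, n = 3; standard error of the log2 fold change 0.68, adjusted p = 6.81e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm29427 had 3 counts in DCM and 51 in SPM, a ratio of 18.7 (95% counting interval 6.03 to 93.4). The 5 largest falls were in Rab3a, Kcnc1, Pgpep1l, Gm6345 and Scml2, with log2 fold changes of -3.81, -3.26, -2.56, -2.50 and -2.12. Without SPM replicate 2, Gm29427 and all 5 genes that fell lost their calls. Without DCM replicate 2, Apoh, Saa3, Rab3a, Pgpep1l, Gm6345 and Scml2 lost theirs, and without DCM replicate 1, Apoh, Gm29427, Pgpep1l, Gm6345 and Scml2 did. Gm6345 also lost its call without SPM replicate 1 or 3 and after the GC correction, and Scml2 without DCM replicate 3 or SPM replicate 3 and by limma. DESeq2, the paper's tool, gave no adjusted p for Gm29427, Pgpep1l, Gm6345 and Scml2, so it called none of these 4 at a fold change of 1.5 or 1.3. Of the genes of Table S1, 607 of 1318 were DEGs here with the paper's sign, and of those of Table S2, 455 of 1393. All 1306 and 1323 of them that could be tested changed in the paper's direction. The smallest absolute log2 fold change in both tables is the paper's 0.379, a fold change of 1.3. DESeq2 at a fold change of at least 1.3 called 1193 and 1266 of their genes. Without SPM replicate 2, 52 genes of Table S2 were DEGs, without DCM replicate 2 68, without DCM replicate 1 237 and without SPM replicate 3 566, and 113 were DEGs under the GC correction. For Table S1 the numbers lay between 413 (without DCM replicate 2) and 633 (without CK replicate 3).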

Each point stands for a gene, with color red representing upregulated genes and blue representing downregulated genes (**Figures 1A, B**, **Supplementary Tables S1**, **S2**).

**Figure 1:**
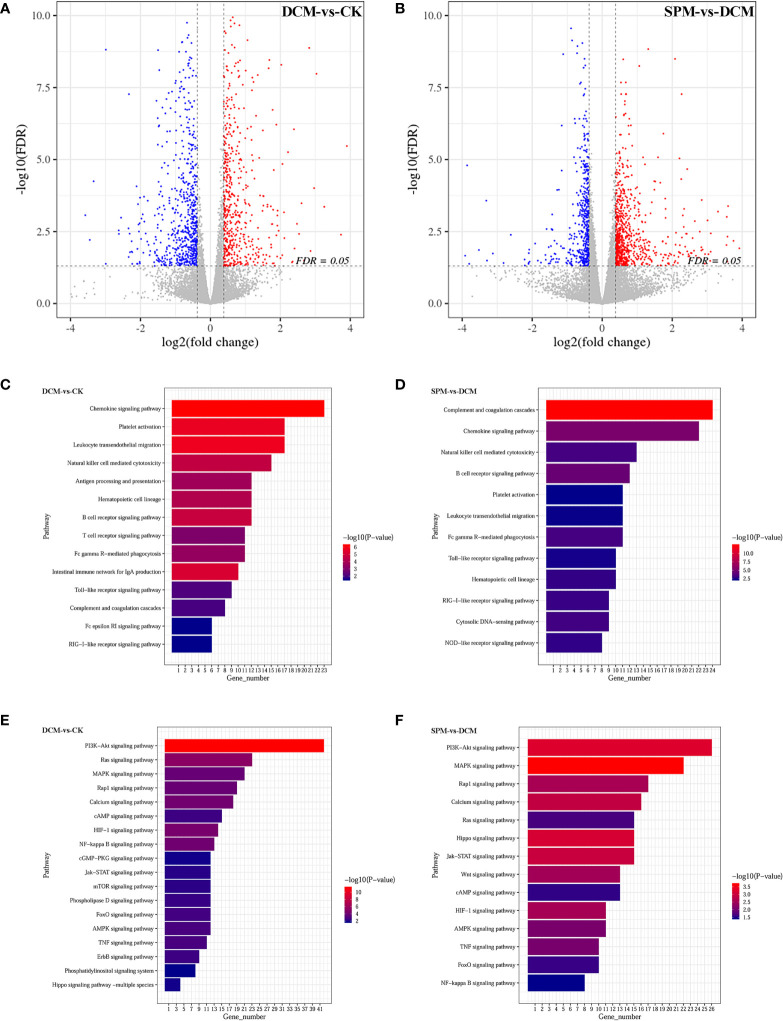
The gene expression profiling and enrichment for myocardium of CK, DCM, and SPM mice. Volcano plot indicates upregulated (red) and downregulated (blue) differentially expressed genes (DEGs) in **(A)** DCM compared to CK group and **(B)** SPM compared to DCM group. Each point represents a gene. KEGG column charts shows DEGs enriched in immunity-related pathway of **(C)** DCM compared to CK group and **(D)** SPM compared to DCM group. KEGG column charts shows the DEGs enriched in signal transduction pathway of **(E)** DCM compared to CK group and **(F)** SPM compared to DCM group. Numbers and p-values of DEGs in each pathway are shown.

Next, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis on DEGs of the three groups and noticed that many genes were enriched in the immune system and signal transduction pathways. When comparing DCM to CK group, DEGs were enriched in some immune-related pathways, such as chemokine signaling pathway, platelet activation, B-cell signaling pathway, T-cell receptor signaling pathway, and Toll-like receptor signaling pathway (**Figure 1C**). They were also enriched in signal transduction pathways, such as phosphatidylinositol-4,5-bisphosphate 3-kinase (PI3K)-protein kinase B (Akt) signaling pathway, Ras signaling pathway, hypoxia-inducible factor-1 (HIF-1) signaling pathway, nuclear factor (NF)-kappa B signaling pathway, mitogen-activated protein kinases (MAPKs) signaling pathway, and AMP-activated protein kinase (AMPK) signaling pathway (**Figure 1E**). 

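The memberships of the KEGG pathways were not used here, so the enrichment was not recomputed. Lists of marker genes written before the data were examined, but after the paper's tables had been read, were tested instead with camera on log2 CPM, with Benjamini-Hochberg adjustment over 34 tests of lists in 3 comparisons. Each median given is the median over the list's genes of the difference in mean log2 CPM. In DCM compared to CK, the macrophage list fell by a median of 0.49 (16 of 17 genes lower, camera adjusted p = 3.23e-06), the T and NK cell list by 0.99 (14 of 15 lower, adjusted p = 4.47e-05) and the B cell list by 1.62 (12 of 12 lower, adjusted p = 5.28e-04). The interferon response list fell by 0.61 (20 of 20 lower, camera adjusted p = 1.79e-09), with Parp14, Bst2 and Irf7 as its most abundant genes. The neutrophil list rose by a median of 1.26 (6 of 6 higher, camera adjusted p = 5.28e-04). Outside the immune lists, the fibroblast list fell by 0.60 (17 of 18 lower, camera adjusted p = 2.14e-14). The fall of the B cell list was 0.96 without DCM replicate 2. Camera also called between 4 and 25 lists in each of 99 other groupings of the 9 libraries, tested after the results had been seen. Of the 24 lists called over the 3 comparisons, 8 were also called by fry and 0 by camera with an estimated correlation, which had 2 lists at an unadjusted p below 0.05. The 8 were interferon response, fibroblast and fatty acid oxidation in DCM compared to CK, neutrophil and fatty acid oxidation in SPM compared to DCM, and neutrophil, fibroblast and fatty acid oxidation in SPM compared to CK.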

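Other lists were tested in the same way in DCM compared to CK, for tissue and cell content outside the immune system. The list of fatty acid oxidation genes under PPAR-alpha rose by a median of 0.44 (17 of 20 genes higher, camera adjusted p = 1.66e-07), and the atrial myocardium list fell by 0.48 (12 of 12 lower, camera adjusted p = 4.81e-04), or by 0.30 without DCM replicate 1. The erythroid list (median -0.42, 5 of 5 lower), the adipocyte list (median -0.26, 8 of 9 lower) and the liver list (median -0.12, 5 of 9 lower) did not pass the threshold. The erythroid list passed it without CK replicate 3, at -0.79, and without DCM replicate 1, at -0.86, but its median was -0.19 without CK replicate 1 and -0.12 without DCM replicate 2. Over the libraries left out, the median of the adipocyte list lay between -1.11 (without CK replicate 1) and 0.43 and that of the liver list between -0.81 (without CK replicate 3) and 0.44, both highest without CK replicate 2. The liver list had a mean of -0.35 while camera, which averages standardized differences, gave the direction as upward. The list of coagulation and complement factors made in liver had too few genes past the low-count filter to be tested. Nppa, Myl4 and Myl7 were the most abundant atrial genes, Hadha, Pdk4 and Hadhb those of fatty acid oxidation, Hbb-bs, Hba-a1 and Hbb-bt those of the erythroid list, and Thrsp, Cfd and Cidea those of the adipocyte list. Pdk4 went against its list, with 3161 ± 215.7 CPM in CK and 2185 ± 12.5 CPM in DCM (SD, n = 3), whereas Hadha and Hadhb rose from 2059 ± 70.6 to 2585 ± 44.3 and from 1496 ± 58.1 to 1827 ± 44.8 CPM (SD, n = 3).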

When comparing SPM to DCM group, DEGs are significantly enriched in immune-system-related signaling pathways, for example, complement and coagulation cascades, chemokine signaling pathway, natural killer cell-mediated cytotoxicity, B-cell receptor signaling pathway, Toll-like receptor signaling pathway, and RIG-I-like receptor signaling pathway (**Figure 1D**). They may also be enriched in signal transduction pathways, for example, MAPK signaling pathway, PI3K-Akt signaling pathway, Jak-STAT signaling pathway, HIF-1 signaling pathway, Wnt signaling pathway, and AMPK signaling pathway (**Figure 1F**). 

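In SPM compared to DCM, the macrophage list rose by a median of 0.59 (17 of 17 genes higher, camera adjusted p = 6.94e-05) and the neutrophil list by 1.36 (10 of 10 higher, camera adjusted p = 5.29e-05). The interferon response list rose by 0.29 (18 of 20 higher, camera adjusted p = 1.78e-03). The T and NK cell list (median 0.49, camera adjusted p = 0.133) and the B cell list (median 0.33, camera adjusted p = 0.672) did not pass the threshold. In the B cell list 5 of 11 genes were higher by edgeR's fold change, and its median was -0.15 without DCM replicate 2. Leaving out DCM replicate 1 brought both lists past the threshold, with medians of 0.59 and 0.74, and leaving out SPM replicate 3 did so for the T and NK cell list, at 0.66. The median of that list was 0.21 without DCM replicate 2 and 0.32 after the GC correction, and that of the B cell list was 0.06 without SPM replicate 3. The median of the macrophage list was 0.38 without SPM replicate 1, and that of the interferon response list was 0.19 without SPM replicate 3. All lists called in this comparison were also called without SPM replicate 2. Lyz2, Csf1r and Csf3r, abundant genes of the macrophage and neutrophil lists, had 292.3 ± 39.2, 91.4 ± 9.98 and 6.49 ± 2.69 CPM in DCM and 444.3 ± 132.6, 106.7 ± 13.8 and 11.5 ± 1.44 CPM in SPM (SD, n = 3).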

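Among the other lists, the liver list rose in SPM compared to DCM by a median of 1.94 (10 of 10 genes higher, camera adjusted p = 5.02e-03). The median was 1.10 without SPM replicate 1, 1.57 without SPM replicate 2, 4.84 without SPM replicate 3 and 2.98 without DCM replicate 1. The fatty acid oxidation list fell by 0.19 (16 of 20 lower, camera adjusted p = 1.54e-03) and the erythroid list by 0.91 (5 of 5 lower, camera adjusted p = 0.0174). The erythroid list did not pass without SPM replicate 1, at -0.72, and its median was -0.60 without DCM replicate 1. The atrial myocardium list rose by 0.60 (9 of 12 higher, camera adjusted p = 0.0416), but did not pass without DCM replicate 1, at 0.26, or without SPM replicate 3, at 0.44. The fibroblast list (median -0.06, 12 of 18 lower) and the adipocyte list (median 0.50, 8 of 9 higher) did not pass. The median of the fibroblast list was 0.05 without SPM replicate 1, -0.13 without DCM replicate 3, -0.22 without SPM replicate 3 and 0.01 after the GC correction. The adipocyte list passed without SPM replicate 3, at 0.58, and after the GC correction, at 0.59, but its median was 0.14 without DCM replicate 3 and 0.29 without SPM replicate 1. Dcn, Col3a1 and Col1a2 were the most abundant fibroblast genes. Their CPM was 759.6 ± 32.4, 167.1 ± 18.8 and 172.4 ± 20.8 in DCM and 966.5 ± 81.1, 170.9 ± 62.1 and 159.2 ± 27.0 in SPM (SD, n = 3).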

The annotation of KEGG pathways suggests that the occurrence of DCM and the therapeutic effect of SPM may be closely related to the immune system and signal transduction pathways.

In order to intuitively capture the DEGs and KEGG analysis among the three groups, we used heatmap to depict the hierarchical clustering of DEGs that enriched in the immune system and signal transduction pathway in DCM mice before/after SPM treatment. Compared with CK group, 108 DEGs were enriched in immune-system-related pathways (**Figure 2A** and **Supplementary Table S3**), and 160 DEGs were involved in signal transduction in DCM group (**Figure 2C** and **Supplementary Table S5**). 

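Of the 108 genes of Table S3, 107 could be tested in DCM compared to CK, where 88 were lower and 19 higher, with a median log2 fold change of -0.66 and a range of -2.25 to 1.60. DEGs among them numbered 49, of which 39 were downregulated. Of the 160 genes of Table S5, 158 could be tested, of which 95 were lower and 63 higher, with a median log2 fold change of -0.45 and a range of -2.25 to 2.82. DEGs among these numbered 73, of which 41 were downregulated. Counts of genes whose edgeR p was adjusted over the list alone were 74 and 92. The study chose both lists on these libraries, so those counts are not independent evidence. Over the libraries left out the DEGs of Table S3 lay between 28 and 67 and those of Table S5 between 55 and 86, lowest without DCM replicate 2 and highest without CK replicate 3.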

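Of the 110 genes of Table S4, 97 passed the low-count filter in SPM compared to DCM, and 81 of these were higher and 16 lower, with a median log2 fold change of 0.67. They included 57 DEGs, of which 53 were upregulated. Of the 131 genes of Table S6, 125 passed the filter, and 81 of these were higher and 44 lower, with a median of 0.46 on the log2 scale. They included 47 DEGs, of which 36 were upregulated. Adjusted over the list alone, with lists that the study chose on these libraries and that are therefore not independent evidence, 63 and 57 genes passed both limits. Without SPM replicate 2, 8 genes of Table S4 and 8 of Table S6 were DEGs. The numbers were 9 and 9 without DCM replicate 2, 29 and 26 without DCM replicate 1, 36 and 36 without SPM replicate 1, 38 and 45 without DCM replicate 3, and 75 and 62 without SPM replicate 3. After the GC correction 19 and 16 were DEGs. Table S4 holds 11 genes of the lists of liver transcripts and of coagulation and complement factors made in liver.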

Compared with DCM group, 110 DEGs were enriched in immune-system-related pathways (**Figure 2B** and **Supplementary Table S4**), and 131 DEGs were involved in signal transduction in SPM group (**Figure 2D** and **Supplementary Table S6**). The up- and downregulated genes are colored in red and green, respectively.

**Figure 2:**
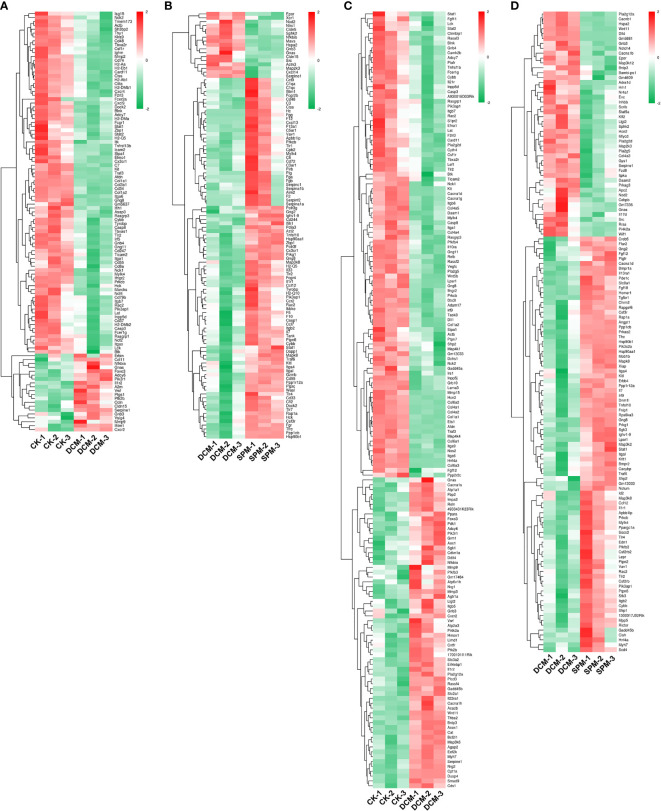
Differential gene expressions in immune and signal-transduction-related pathways. Heat map shows the hierarchical clustering of DEGs in immunity-related pathways of **(A)** DCM compared to CK group and **(B)** SPM compared to DCM group. Heat map shows the hierarchical clustering of DEGs in signal transduction pathways of **(C)** DCM compared to CK group and **(D)** SPM compared to DCM group. In clustering analysis, up- and downregulated genes are colored in red and green, respectively.

### SPM Reduces DCM Myocardial Damage by Regulating Immunity and Signal Transduction-Related Pathways

To explore the pathogenic process of DCM and the molecular differences of SPM treatment, we cross-matched these differentially expressed candidates from DCM compared to CK group and SPM compared to DCM group. Among these candidates, 63 RNAs were upregulated, and 111 were downregulated in DCM group but reversed by SPM treatment (**Figure 3A**). That is, SPM may play a role in DCM by regulating the expression of these 174 candidates. 

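DEGs that were upregulated in DCM compared to CK and downregulated in SPM compared to DCM numbered 18, and DEGs that were downregulated in DCM and upregulated in SPM numbered 42. Another 19 genes changed in the same direction in both comparisons, 11 upward and 8 downward. That number was 3 without DCM replicate 1, 1 without DCM replicate 2, 8 without DCM replicate 3, 12 without SPM replicate 1, 3 without SPM replicate 2 and 35 without SPM replicate 3. Both comparisons use the same DCM libraries, which by itself favors opposite signs. In 20 simulations with no effect of either condition 0.5 and 1.25 genes were called per comparison on average and no gene had opposite signs. With SPM replicate 2 drawn from replicates 1 and 3 as well, 1.5 and 1.8 genes were called and at most 2 had opposite signs. In 20 simulations with effects of the observed sizes on unrelated genes, between 5 and 16 genes had opposite signs (mean 9.05) and between 2 and 10 the same sign. Those runs called fewer genes than the data, 495.5 and 345.5 on average, which lowers both numbers. They also drew SPM replicate 2 as a library of its own, so they are not like the data if it shares reads with replicates 1 and 3. The 60 genes with opposite signs were 9.6% of the 625 DEGs of DCM compared to CK, and 546 of the 625 were not DEGs in SPM compared to DCM. In SPM compared to CK, 58 of the 60 genes could be tested, and 3 were DEGs (BC023105, Cx3cr1 and Mapk4). Of the 625 genes 622 could be tested, and 365 were DEGs, all with the sign they had in DCM compared to CK. DCM compared to CK and SPM compared to CK use the same CK libraries, which by itself favors the same sign. That effect was not simulated. The number of genes with opposite signs was 6 without SPM replicate 2, 6 without DCM replicate 2, 37 without DCM replicate 1, 38 without DCM replicate 3 and 39 without CK replicate 2. It was 26 after the GC correction. With no fold-change limit it was 266, the alternative that moved it most among those that kept all libraries. Across 14185 genes the log2 fold changes of both comparisons had a Spearman rho of -0.221, where simulations with no effect gave -0.469 to -0.440, or -0.417 to -0.387 with SPM replicate 2 drawn from replicates 1 and 3. It was -0.141 without CK replicate 2 and -0.336 without DCM replicate 3. With separate DCM libraries in each comparison rho lay between -0.205 and 0.0613. From the genes changed in DCM and changed back in SPM, the paper proposes that SPM acts in DCM through the expression of these genes.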

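Table S7 names 34 genes, of which 33 could be tested in both comparisons, and all 33 had opposite signs in them. In DCM 24 were lower than in CK and 9 higher. Their log2 fold changes ranged from -1.98 to 0.96 in DCM compared to CK and from -0.83 to 2.34 in SPM compared to DCM. DEGs numbered 19 in each comparison and 12 in both, and 25 had an adjusted p below 0.05 in both (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 16 passed in both, although the list was chosen by the study on these libraries and is not independent evidence. The 12 were Cybb, Cd48, Dock2, Zbp1, Gnas, Tlr2, Ctss, Cx3cr1, Prkcb, H2-Q5, Gng8 and Cacna1d, of which Gnas was the one higher in DCM. DEGs in DCM compared to CK only included Cldn15, Tyrobp, Irf9, Wnt11 and Bnip3, and DEGs in SPM compared to DCM only included Pik3ap1, Cd55, Rac2, Mylk4, Fgf12 and Gm13033. Cx3cr1 was the only one of the 34 called in SPM compared to CK. Without SPM replicate 2, Cybb was the only one called in both comparisons. The number was 1 (Cx3cr1) without DCM replicate 2, 7 without CK replicate 2, 7 without SPM replicate 1 and at most 14 (without CK replicate 3), and it was 7 under the GC correction. H2-Q5 belongs to a family of similar histocompatibility genes, and how reads shared among them were counted is not given in the sources used here.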

Subsequently, we screened overlapped genes belonging to immune or signal transduction pathways and plotted a heat map, respectively, with color red standing for elevated transcription levels and green representing downregulated transcription levels (**Figures 3B, C** and **Supplementary Table S7**).

**Figure 3:**
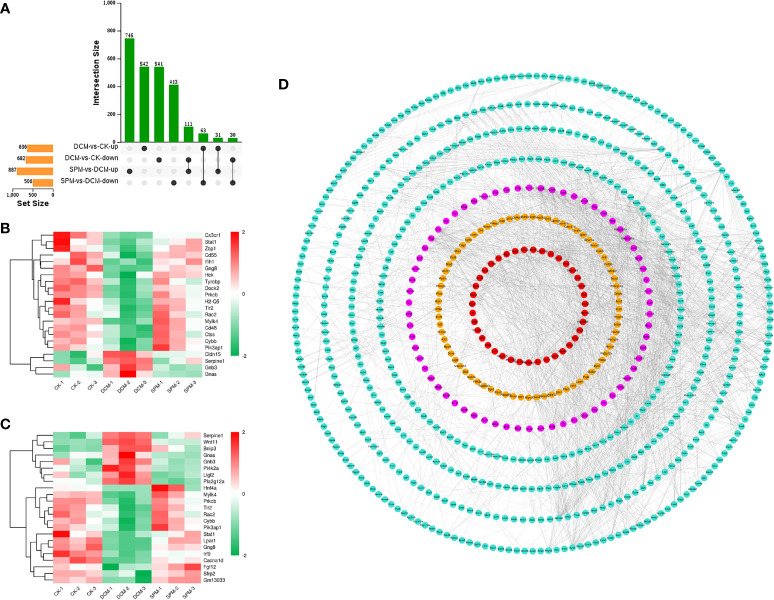
SPM reduces DCM myocardial damage by regulating immunity and signal-transduction-related pathways. **(A)** UpSet Venn diagram shows the number of overlap genes that up- or down-regulated in DCM and reversed by SPM. Heat map shows the hierarchical clustering of overlap genes in **(B)** immunity-related pathways or **(C)** signal transduction pathway. Red color shows the genes with significantly elevated transcription levels, and green color shows the genes with significantly reduced transcription levels. **(D)** Gene interaction network analysis of immunity and signal transduction pathways related candidates between SPM and DCM. Immunity and signal transduction pathways related candidates are colored in pink, yellow, or red, and other genes are colored in turquoise.

Next, we performed a gene interaction network analysis on the related candidates in immune or signal transduction pathways between SPM and DCM group. The results confirmed that the candidates involved in the two pathways were at the core, reflecting that SPM could protect DCM by regulating immune or signal transduction process, but future in-depth studies are required (**Figure 3D**).

In addition, we analyzed the related candidate genes of several classic immune system and signal transduction pathways during DCM occurrence. Chemokine signaling pathway, B-cell receptor signaling pathway, and Toll-like receptor signaling pathway are classical pathways closely related to immune response; PI3K-Akt signaling pathway, NF-kappa B signaling pathway, and AMPK signaling pathway are involved in signal transduction of many immune and inflammatory diseases. Heat maps of overlapping genes were performed to show the candidates involved in the classical immune response pathways (**Figure 4A**) and signal transduction pathways (**Figure 4C**).

**Figure 4:**
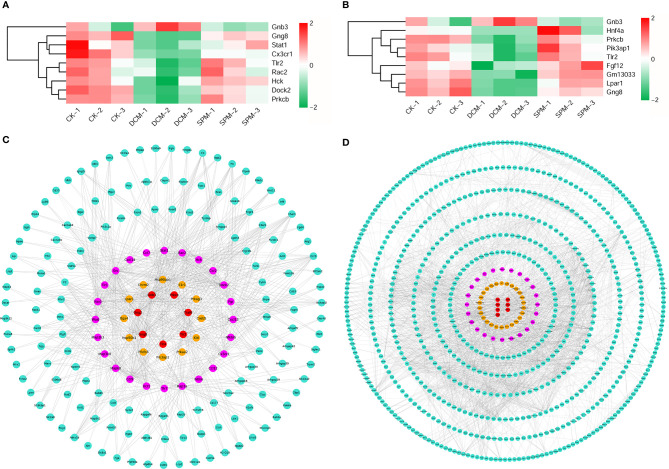
Analysis of the candidates of classical immunity and signal transduction pathways involved in DCM. **(A)** Heat map shows the hierarchical clustering of DEGs in chemokine signaling pathway, B-cell receptor signaling pathway, and Toll-like receptor signaling pathway. **(B)** Gene interaction network analysis of the above candidates between SPM and DCM. The candidates in chemokine signaling pathway, B-cell receptor signaling pathway, and Toll-like receptor signaling pathway are colored in pink, yellow, and red, respectively, and other genes are colored in turquoise. **(C)** Heat map shows the hierarchical clustering of DEGs in the PI3K-Akt signaling pathway, NF-kappa B signaling pathway, and AMPK signaling pathway. **(D)** Gene interaction network analysis of the above candidates between SPM and DCM. The candidates in PI3K-Akt signaling pathway, NF-kappa B signaling pathway, and AMPK signaling pathway are colored in yellow, pink, and red, respectively, and other genes are colored in turquoise.

At the same time, we respectively performed the gene interaction network analysis on the two types of related candidates between the SPM group and the DCM group. The candidates in the chemokine signaling pathway, B-cell receptor signaling pathway, and Toll-like receptor signaling pathway are colored in pink, yellow, and red, respectively, and other genes are colored in turquoise (**Figure 4B**), while candidates in the PI3K-Akt signaling pathway, NF-kappa B signaling pathway, and AMPK signaling pathway are colored in yellow, pink, and red, respectively, and other genes are colored in turquoise (**Figure 4D**). These results confirm that the candidates involved in the above six classic pathways could be the core factors of SPM in protecting diabetic cardiomyopathy.

### Dynamic Differential Expression of Genes in DCM Mice Heart Before/After SPM Treatment

We obtained a more comprehensive picture of the dynamic changes in myocardial transcription level of DCM occurrence with or without SPM treatment through trend analysis. All of the genes we analyzed were clustered into seven expression patterns, with clusters 0, 1, 6, and 7 being our concerns (**Figure 5A**). Clusters 0, 1, 6, and 7 contained 10, 22, 83, and 108 genes, respectively, and we revealed the abovementioned genes using heat map (**Figure 5B**). In these four expression patterns, we screened the genes related to the immune system (**Figure 5C** and **Supplementary Table S8**) or signal transduction (**Figure 5D** and **Supplementary Table S8**) and cluster them in the heat map. 

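Each gene was assigned to the model profile that correlated best with its change over DCM, CK and SPM, in the order of Figure 5A. The paper's text does not give the filter behind the profiles. The genes taken here were those called in DCM compared to CK or in SPM compared to DCM with an absolute log2 change of at least 1 from DCM, which left 414 genes. Profiles 0, 1, 6 and 7 held 11, 20, 46 and 64 genes, and profiles 2, 3, 4 and 5 held 88, 26, 73 and 86. Taking the genes of Tables S1 and S2 in place of the genes called here gave 11, 22, 61 and 96 in profiles 0, 1, 6 and 7. The sum of these profiles was 141 genes, 357 when all genes past the low-count filter were taken, 342 at a change of at least 1.5-fold and 31 with a pseudocount of 1 CPM in place of 0.1. Without DCM replicate 2 the sum was 36 genes, with 1, 9, 16 and 10 in profiles 0, 1, 6 and 7, and without SPM replicate 2 it was 56, with 1, 13, 36 and 6. Profiles 0, 1 and 7 held 5, 13 and 40 genes without DCM replicate 1, profiles 0 and 7 held 18 and 105 without SPM replicate 3, and profile 0 held 7 without CK replicate 3.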

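Table S8 names 42 genes, and the same assignment placed 2 of them in profile 0, 1 in profile 1, 9 in profile 6, 25 in profile 7 and 5 in profile 4. DEGs among them numbered 3 in DCM compared to CK and 20 in SPM compared to DCM, and 14 had too few counts to be tested in the latter. Of the 42 genes, 9 are on the list of coagulation and complement factors made in liver: F12, Serpinc1, Hc, F2, Fga, Fgb, Fgg, Serpinf2 and Plg. All 9 were highest in SPM replicate 1, had fewer counts in SPM replicate 2, and had at most 8 counts in SPM replicate 3. Fgb, for example, had 498, 234 and 0 counts in SPM replicates 1, 2 and 3, against 1, 0 and 0 in DCM and 1, 74 and 4 in CK. In SPM compared to DCM, 1 of the 42 genes was a DEG without SPM replicate 2, 4 without DCM replicate 2, 9 without DCM replicate 1, 11 without DCM replicate 3, 16 without SPM replicate 1 and 31 without SPM replicate 3, and 8 were DEGs after the GC correction. The 3 DEGs of DCM compared to CK became 1 without CK replicate 2, DCM replicate 2 or DCM replicate 3, 5 without DCM replicate 1 and 6 without CK replicate 3.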

Red indicates an increased transcription level, while green indicates a decreased transcription level. Furthermore, we enriched the genes of these four expression patterns by KEGG analysis. 

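The coagulation cascade holds many genes that are transcribed mainly in the liver. The 19 genes of the list of coagulation and complement factors made in liver held 74.4, 33.8 and 1.11 CPM in SPM replicates 1, 2 and 3 (95% Wilson intervals 71.5 to 77.4, 31.8 to 35.9 and 0.80 to 1.55, which cover counting error only). The same genes held 0.378, 0.196 and 0.458 in DCM and 1.304, 11.6 and 0.802 in CK replicates 1, 2 and 3. The difference between SPM and DCM had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 libraries allow, and p was 0.3 between SPM and CK. The 26 other liver transcripts, led by Alb, Ahsg and Cyp2e1, held 491.4, 251.9 and 52.6 CPM in SPM, 53.3, 55.7 and 43.6 in DCM and 26.6, 112.8 and 32.3 in CK. Their mean was 265.3 ± 219.7 in SPM and 50.8 ± 6.40 in DCM (SD, n = 3, exact permutation p = 0.3). The difference between these means was 214.5 CPM, 101.4 without SPM replicate 1 and 320.8 without SPM replicate 3. Alb had 8041, 3517 and 9 counts in the SPM libraries. No gene of the coagulation and complement list reached 1 CPM in all 3 CK libraries, and 4 of the 26 liver transcripts did. Tables S1 and S2 hold 11 genes of the former list and 14 of the latter.

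**Figure D1:**
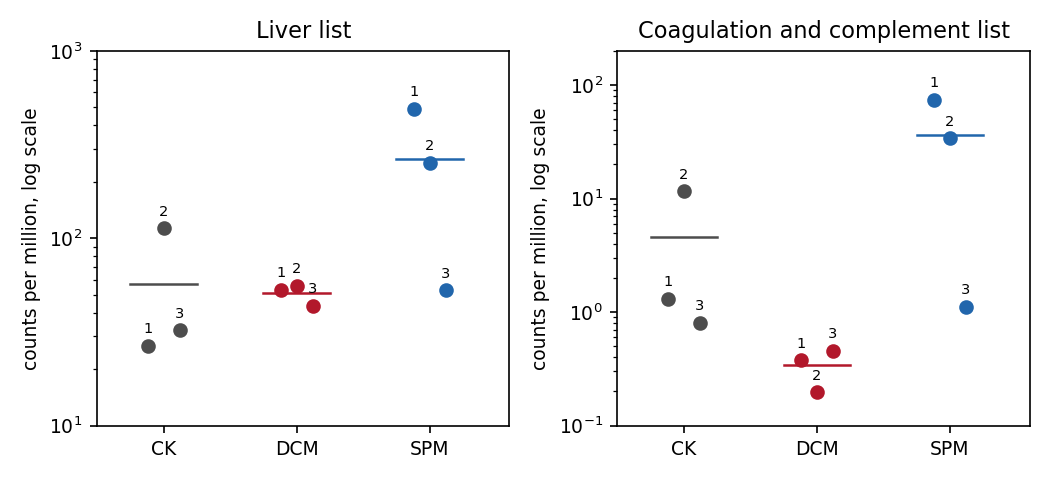
CPM of the liver list and of the coagulation and complement list in each library, on a log axis, with a line at the mean of the 3 libraries of a group and the replicate number beside each point. In both lists SPM replicate 1 is highest, at 491.4 and 74.4, SPM replicate 2 is lower, and SPM replicate 3 lies at 52.6 and 1.11.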

KEGG network diagram shows the genes in the clusters 0, 1, 6, and 7 that are enriched in immunity and signal transduction pathways, such as complement and coagulation cascades, chemokine signaling pathway, Toll-like receptor signaling pathway, PI3K-Akt signaling pathway, and AMPK signaling pathway. Color orange indicated the related pathways, and green represented these genes (**Figure 5E**).

**Figure 5:**
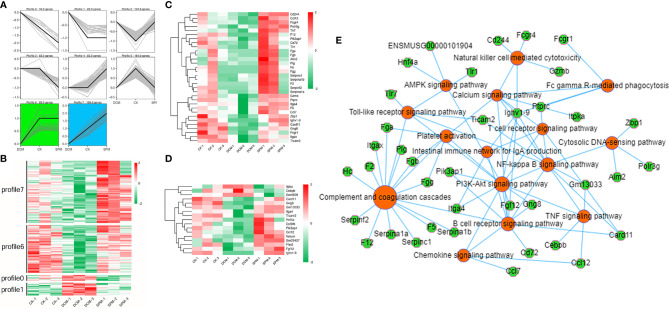
Dynamic differential expression of genes in DCM mice heart before/after SPM treatment. **(A)** Trend analysis of DCM with or without SPM treatment. **(B)** Heat map shows the hierarchical clustering of genes in the profiles 0, 1, 6, and 7. The up- and downregulated genes are colored in red and green, respectively. Heat map shows the hierarchical clustering of the above genes in **(C)** immunity-related pathways or **(D)** signal transduction pathway. **(E)** KEGG network diagram shows the genes in the clusters 0, 1, 6, and 7 that are enriched in immunity and signal transduction pathways. Color orange and green represent pathways and genes, respectively.

### Prediction of Transcription Factors and RNA Binding Proteins Target RNAs

In order to clarify the interaction between gene transcription, we predicted the transcription factors (TFs) and TFs co-factors that target RNAs. Among 1,318 DEGs between DCM and control group, 136 TFs or their co-factors were screened. We also found 171 TFs or their co-factors from the 1,393 DEGs between SPM and CK group. 

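In SPM compared to CK, 741 genes were upregulated and 601 were downregulated among 14574 genes tested. The number of DEGs was 771 without SPM replicate 2 and 1061 after the GC correction, and it moved most without a fold-change limit, to 3989. The number of DEGs that the paper gives at this step is the number of genes in its Table S2, which compares SPM to DCM. The list of TFs and co-factors that the authors searched was not used here, so the number of TFs among the DEGs was not counted.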

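The marker lists were also tested in SPM compared to CK. The neutrophil list rose by a median of 2.61 (10 of 11 genes higher, camera adjusted p = 3.23e-06), the liver list by 2.18 (21 of 21 higher, camera adjusted p = 5.02e-03), the coagulation and complement list by 2.42 (11 of 11 higher, camera adjusted p = 0.0416) and the fatty acid oxidation list by 0.34 (14 of 20 higher, camera adjusted p = 7.2e-03). The fibroblast list fell by 0.73 (16 of 18 lower, camera adjusted p = 3.23e-06), the B cell list by 1.35 (12 of 13 lower, camera adjusted p = 2.62e-03), the T and NK cell list by 0.71 (13 of 15 lower, camera adjusted p = 5.8e-03), the interferon response list by 0.28 (18 of 20 lower, camera adjusted p = 5.02e-03) and the erythroid list by 1.29 (5 of 5 lower, camera adjusted p = 7.65e-03). The liver list did not pass without SPM replicate 1, at 0.92, and its median was 3.76 without SPM replicate 3. The coagulation and complement list did not pass without CK replicate 3, at 2.01, without SPM replicate 1, at 1.16, or without SPM replicate 2, at 1.82, and its median was 4.14 without SPM replicate 3. The macrophage list (median 0.08, 11 of 17 higher), the atrial myocardium list (median -0.35, 7 of 12 lower) and the adipocyte list (median 0.14) did not pass. The macrophage list passed without SPM replicate 3, at 0.33, and its median was -0.13 without SPM replicate 1, 0.002 without CK replicate 3 and 0.18 without CK replicate 1. The median of the atrial list was -0.16 without SPM replicate 1, -0.19 without CK replicate 2 and -0.22 without CK replicate 1. In the adipocyte list 7 of 9 genes were lower by edgeR's fold change although the median of the differences in mean log2 CPM was above 0. Its median was -0.69 without CK replicate 1, -0.03 without SPM replicate 1, 0.05 without CK replicate 3, 0.42 without SPM replicate 3, 0.29 after the GC correction and 0.81 without CK replicate 2, where the list passed.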

Some TFs or their co-factors were labeled on the volcanic map for DCM compared to CK and for SPM compared to DCM (**Figures 6A, B**).

**Figure 6:**
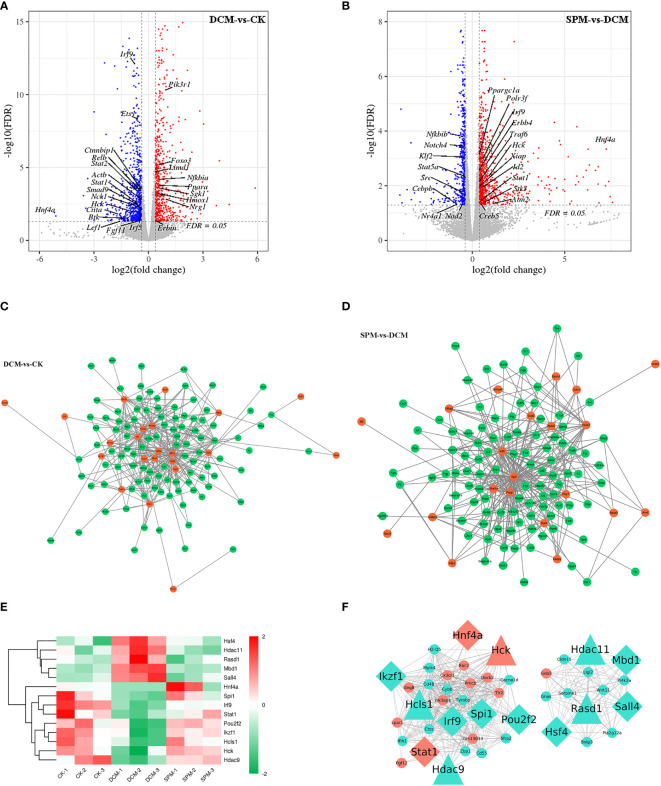
Prediction of transcription factors and its co-factors target RNAs. Tagging the differentially expressed transcription factors (TFs) and its co-factors of **(A, B)** DCM compared to CK group and SPM compared to DCM group on volcano plot. Network diagram suggests the TFs and its co-factors with their predicted target genes of **(C)** DCM compared to CK group and **(D)** SPM compared to DCM group. **(E)** Heat map shows the hierarchical clustering of the TFs and its co-factors that were up- or downregulated in DCM and reversed by SPM. Color red and green represent up- and downregulated genes, respectively. **(F)** Cytoscape diagram shows the correlation between the TFs and its co-factors and the DEGs in immunity and signal transduction pathways. Diamond represents TFs, triangle represents TFs co-factors, and circle represents other genes in the immunity and signal transduction pathways. Color orange represents genes in our concerned pathways, such as PI3K-Akt signaling pathway, and chemokine signaling pathway. Color turquoise represents other genes.

Next, we selected some TFs and their co-factors in DCM group (compared with CK) and SPM group (compared with DCM), respectively, predicted their target genes, and drew the gene network diagram, indicating that TFs and their co-factors may participate in the pathogenesis of DCM through interaction with the other genes (**Figures 6C, D**).

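Of the 14 genes of Table S9, Hnf4a did not pass the low-count filter, and the other 13 had opposite signs in DCM compared to CK and SPM compared to DCM, with 8 lower and 5 higher in DCM. Their log2 fold changes ranged from -1.30 to 0.83 in the former and from -0.78 to 1.28 in the latter. Spi1, Sall4 and Rasd1 were DEGs in both comparisons, and DEGs in DCM compared to CK only included Irf9 and Hsf4. Spi1 fell by 0.72 (standard error 0.18, adjusted p = 0.023) and rose by 0.66 (standard error 0.15, adjusted p = 0.023), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs in DCM compared to CK numbered 6 of the 14 and in SPM compared to DCM 4, and 10 genes had an adjusted p below 0.05 in both. Adjusted over the list alone, 6 passed in both comparisons, on a list that the study chose from these libraries and that is not independent evidence. DESeq2 called 5 in both, and 12 at a fold change of at least 1.3. No gene was called in both by edgeR without SPM replicate 2 or without DCM replicate 2, where 13 and 11 had an unadjusted p below 0.05 in both. The number was 1 without CK replicate 1 (Rasd1), CK replicate 2 (Spi1) or SPM replicate 1 (Rasd1), and 1 after the GC correction (Spi1). Without DCM replicate 1 the 3 called were Pou2f2, Ikzf1 and Hcls1. Sall4 was not called in both without CK replicate 3, and without DCM replicate 3 neither Sall4 nor Spi1 was.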

Venn analysis was used to find the 14 overlapping TFs or TFs co-factors, which up- or downregulated in DCM but reversed by SPM treatment. Heat map showed the hierarchical clustering of these genes with upregulated TFs or their co-factors shown in red and downregulated TFs or their co-factors represented in green (**Figure 6E** and **Table S9**). 

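The 14 genes of Table S9 form 420 pairs with the other 30 genes of Table S7, and 86.4% of these pairs had an absolute Pearson r above 0.6 over the 9 libraries. The paper chose these genes for their differences between the groups. In 200 simulations in which genes varied independently around the observed group means, 62.4% to 90.7% of the pairs passed the same limit (mean 79.3%). After each group's mean was subtracted, 23.8% of the pairs passed, against 11.2% to 21.0% in the simulations. Without SPM replicate 2 the shares were 86.2% before and 26.7% after subtraction of the group means, against 70.7% to 92.1% and 15.5% to 26.2% in the simulations. By Spearman's rho 69.8% passed, above all of the simulations (50% to 69.0%, mean 58.9%).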

Then, we selected the above 14 overlapping TFs and TFs co-factors and immune and signal-transduction-related genes and take the interaction gene with the correlation >0.6 to display using Cytoscape (**Figure 6F**). The above results may suggest that the protective effect of SPM on DCM may be mediated by TFs or TF co-factors through harnessing regulatory RNAs to control transcription.

## Discussion

The prevalence of diabetes mellitus in the world has increased in the past 20 years and is currently estimated at 9% in the adult population (17). Cardiovascular complications, including DCM, account for more than 80% of diabetic deaths (18). DCM is associated with changes in systolic and diastolic function without vascular diseases (3, 19). Diabetes affects the heart through a variety of mechanisms such as inflammation and immune-system disorders; thus, researchers begin to focus on the close crosstalk between the immune system and the cardiovascular system (2, 18, 20, 21). However, the pathogenesis of DCM is not clear, especially the mechanisms of complex communication among cardiomyocytes, fibroblasts, and immune cells mediated by immune-related molecules in diabetes. It is still an urgent public health need to clarify the molecular mechanism of DCM and explore novel therapeutic targets to slow or abate diabetes (18).

In this study, we established a T1D mouse model by intraperitoneal injection of STZ. The experimental mice showed hyperglycemia, hyperinsulinemia, weight loss, and abnormal cardiac function and structure (data not shown). Spermine (SPM) is one of the important products of polyamine metabolism in mammals, which has been proven to have many myocardial protective effects, for example, anti-fibrosis, inhibition of oxidative stress and endoplasmic reticulum stress, promotion of autophagy, and recovery of energy metabolism (9–11, 22–24). However, the effects of immune response and related signal transduction process on the DCM model of C57BL/6J mice, and the regulatory role of SPM, a potential modulator for myocardial injury in DCM, are not clear.

We comprehensively analyzed the characteristics and differential gene expressions of DCM myocardial tissue before/after SPM treatment using RNA sequencing (25). Thousands of significantly different genes were identified in DCM group when comparing to CK group and SPM when comparing to DCM group, respectively. KEGG analysis showed that many of these DEGs could be enriched in immune system and related signal transduction pathways. These findings preliminarily indicated that immune response and related signal transduction process are involved in the pathogenesis of DCM and could be regulated by SPM.

Numerous experimental studies have suggested that both innate and adaptive immune responses are activated in the heart in response to inflammation-related tissue injury that results from the pathogenesis of DCM, which in turn cause deleterious cardiac remodeling and left ventricular dysfunction (20, 26, 27). Meanwhile, multiple signal transduction pathways, including the components of these pathways, are essential to regulate the overall immune response and identify potential drug targets (28). One hundred seventy-four genes were found in the DCM but reversed by SPM, suggesting that SPM may play a role in DCM by regulating these 174 DEGs expression. Subsequently, we further screened the genes related to immune response or signal transduction, respectively, among the overlapping genes and found that the above-mentioned molecules can establish extensive regulatory links with other genes.

Among the KEGG-enriched pathways, we focused on three immune system pathways, like chemokine signaling pathway, B-cell receptor signaling pathway, and Toll-like receptor signaling pathway, and three classical signal transduction pathways, like PI3K-Akt signaling pathway, NF-kappa B signaling pathway, and AMPK signaling pathway, and then clustered the related factors in these pathways. Based on the interaction network, we found that these 18 candidates were in the center of the interaction network. Collectively, this discovery strongly suggests that DCM progress may be related to the immune system and related signal transduction dysfunction, and SPM protects against DCM by adjusting the expression of these genes related to these pathways. It has been reported that spermine relieves diabetic cardiomyopathy by inhibiting ROS/p53-mediated repression of calcium-sensitive receptor (9). Spermine suppresses myocardial fibrosis by attenuating canonical Wnt signaling pathway and endoplasmic reticulum stress in diabetic cardiomyopathy (11). However, the association of spermine with TLR signaling has not been reported previously.

TFs are the point of convergence of multiple signaling pathways within eukaryotic cells (27, 29). By modulating the expression or degradation of TFs and their co-factors, protein/protein interactions could be blocked, which can achieve the purpose of disease treatment, ranging from diabetes, inflammatory disorders, and cardiovascular disease to many cancers (30, 31). We identified 14 TFs or their co-factors from the DEGs overlapped among CK, DCM, and SPM groups. Among them, signal transducer and activator of transcription 1 (Stat1, a TF), hepatic nuclear factor 4 alpha (Hnf4a, a TF), and hemopoietic cell kinase (Hck, a TF co-factor) may regulate the RNAs transcription and protein–protein interaction in the above-mentioned six classical immune and signal transduction pathways. 

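Hnf4a (ENSMUSG00000017950, chromosome 2 from 163506808 to 163572910) had 7, 6 and 6 counts in CK, 0 in each DCM library and 51, 25 and 0 in SPM replicates 1, 2 and 3, too few to pass the low-count filter. Against a floor of 3 counts over the DCM group, it was 6.68-fold lower in DCM than in CK. By the same floor it was 27.8-fold higher in the SPM group than in DCM. Neither ratio allows for counting error in CK or SPM. The rise in SPM rests on replicates 1 and 2, at 1.57 and 0.804 normalized CPM, since replicate 3 had no count, as in DCM. The independence of replicate 2 from replicates 1 and 3 is in doubt, so the rise may rest on replicate 1 alone. SPM held 4.16 times the level of CK (95% counting interval 2.49 to 7.28), all of it in replicates 1 and 2, the libraries with the most liver transcripts. From its placement among the 14 TFs and co-factors, the paper proposes that Hnf4a takes part in regulating the pathways it names and may serve as a target for SPM.

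**Figure D2:**
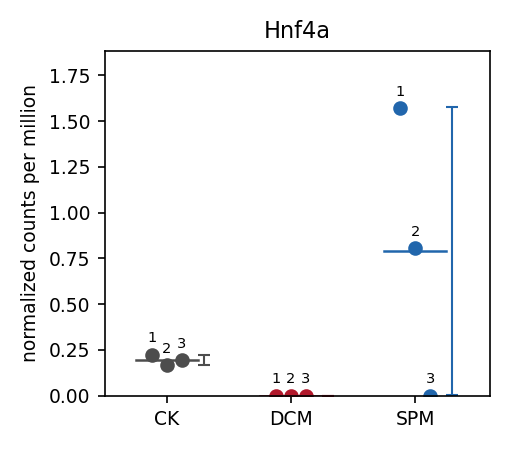
Normalized CPM of Hnf4a in each library of CK, DCM and SPM, with a line at the group mean and a bar of 1 SD at its right. Hnf4a is at 0 in the DCM libraries and in SPM replicate 3.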

In other words, Stat1, Hnf4a, and Hck are expected to be an effective target for SPM to prevent and treat DCM that needs to be verified by animal experiments.

The development of DCM may have a very complicated regulatory network, and this study provides only a preliminary exploration. However, our comprehensive study has revealed the differences between DCM and SPM treatment at the transcriptome level, which lays a foundation for SPM to improve DCM through gene regulation. Meanwhile, there are some limitations in this study. For example, the half-life of spermine should be confirmed, and whether the need to change the dosing regimen is unclear, which needs to be explored in future investigations.

## Conclusion

DCM has remained the leading cause of mortality and morbidity in individuals with diabetes. Animal studies have preliminarily captured the molecular mechanism of DCM and the potential therapeutic target of SPM by RNA-seq. That is, SPM has a protective effect on DCM through the regulation of abnormal gene transcription of immune system and related signal transduction.

## Data Availability Statement

Sequencing data reported here are available at GEO, under the superseries, GSE161052 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161052).

## Ethics Statement

The animal study was reviewed and approved by Harbin Medical University.

## Author Contributions

CW, LS, and YF designed the research and drafted the manuscript. MS and XL processed the data curation. BC and NW completed the experiment. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the National Natural Science Foundation of China (Nos. 82170268, 81800260, and 81900760), University Nursing Program for Young Scholars with Creative Talents in Heilongjiang Province (UNPYSCT-2020165), the Natural Science Foundation of Heilongjiang Province (No. YQ2021H004), and Heilongjiang Postdoctoral Research Starting Fund (No. LBH-Q21024).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Spermine Regulates Immune and Signal Transduction Dysfunction in Diabetic Cardiomyopathy
**Source:** Front Endocrinol (Lausanne). 2022 Jan 31;12:740493. doi: 10.3389/fendo.2021.740493
**Supplement:** Supplementary file 2

**Table SI. RNA-seq identified 1318 genes that differentially expressed in DCM compared to CK.**

**Table SII. RNA-seq identified 1393 genes that differentially expressed in SPM compared to DCM.**

**Table SIII. Differentially expressed genes of DCM/CK that enriched in immune system related pathways.**

**Table SⅣ. Differentially expressed genes of SPM/DCM that enriched in immune system related pathways.**

**Table SⅤ. Differentially expressed genes of DCM/CK that involved in signal transduction pathway.**

**Table SⅥ. Differentially expressed genes of SPM/DCM that involved in signal transduction pathway.**

**Table SⅦ. Venn analysis identified 22 genes in immune system related pathways and 23 genes involved in signal transduction that differentially expressed in DCM but reversal regulated by SPM.**

| Gene_ID | CK-1 | CK-2 | CK-3 | DCM-1 | DCM-2 | DCM-3 | SPM-1 | SPM-2 | SPM-3 | symbol | ncbi_descritption |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000001739 | 6.822 | 5.847 | 8.648 | 11.212 | 11.305 | 9.282 | 7.845 | 7.943 | 8.069 | Cldn15 | claudin 15 |
| ENSMUSG00000003283 | 3.373 | 3.178 | 2.285 | 1.468 | 1.017 | 2.202 | 3.173 | 2.898 | 2.734 | Hck | hemopoietic cell kinase |
| ENSMUSG00000015340 | 5.891 | 6.346 | 4.960 | 3.958 | 2.645 | 3.522 | 7.154 | 6.048 | 5.095 | Cybb | cytochrome b-245, beta polypeptide |
| ENSMUSG00000015355 | 5.104 | 5.333 | 4.003 | 3.227 | 2.373 | 2.099 | 6.076 | 5.058 | 3.885 | Cd48 | CD48 antigen |
| ENSMUSG00000020143 | 2.228 | 2.015 | 1.878 | 1.092 | 0.945 | 1.237 | 1.750 | 1.676 | 1.458 | Dock2 | dedicator of cyto-kinesis 2 |
| ENSMUSG00000023439 | 12.410 | 9.515 | 7.299 | 11.893 | 15.176 | 13.299 | 9.459 | 8.474 | 8.830 | Gnb3 | guanine nucleotide binding protein (G protein), beta 3 |
| ENSMUSG00000025017 | 3.632 | 3.071 | 2.480 | 2.282 | 1.339 | 1.762 | 4.940 | 3.447 | 2.746 | Pik3ap1 | phosphoinositide-3-kinase adaptor protein 1 |
| ENSMUSG00000026104 | 6.239 | 3.747 | 4.108 | 2.732 | 2.522 | 3.111 | 3.390 | 3.842 | 4.509 | Stat1 | signal transducer and activator of transcription 1 |
| ENSMUSG00000026399 | 3.395 | 4.742 | 4.108 | 3.198 | 2.120 | 2.548 | 3.875 | 4.040 | 3.854 | Cd55 | CD55 molecule, decay accelerating factor for complement |
| ENSMUSG00000026896 | 2.372 | 2.899 | 2.426 | 1.795 | 1.932 | 1.695 | 2.361 | 2.303 | 2.643 | Ifih1 | interferon induced with helicase C domain 1 |
| ENSMUSG00000027514 | 2.625 | 1.433 | 1.176 | 0.886 | 0.650 | 0.895 | 1.286 | 1.625 | 1.720 | Zbp1 | Z-DNA binding protein 1 |
| ENSMUSG00000027523 | 3.999 | 4.957 | 4.820 | 6.187 | 10.298 | 5.596 | 4.250 | 4.122 | 3.985 | Gnas | GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus |
| ENSMUSG00000027995 | 3.451 | 3.270 | 2.540 | 2.314 | 1.531 | 1.766 | 3.532 | 3.095 | 2.530 | Tlr2 | toll-like receptor 2 |
| ENSMUSG00000030579 | 38.597 | 41.001 | 32.761 | 23.785 | 16.665 | 21.854 | 37.513 | 27.254 | 24.269 | Tyrobp | TYRO protein tyrosine kinase binding protein |
| ENSMUSG00000033220 | 6.220 | 5.375 | 3.885 | 4.061 | 2.596 | 3.033 | 6.260 | 4.787 | 3.828 | Rac2 | RAS-related C3 botulinum substrate 2 |
| ENSMUSG00000037411 | 17.838 | 15.702 | 20.941 | 32.393 | 34.737 | 32.565 | 17.994 | 22.241 | 26.592 | Serpine1 | serine (or cysteine) peptidase inhibitor, clade E, member 1 |
| ENSMUSG00000038642 | 32.086 | 29.333 | 26.376 | 19.603 | 14.926 | 14.042 | 35.969 | 28.999 | 20.096 | Ctss | cathepsin S |
| ENSMUSG00000044951 | 25.045 | 25.993 | 25.469 | 16.545 | 15.767 | 18.618 | 30.539 | 26.533 | 22.460 | Mylk4 | myosin light chain kinase family, member 4 |
| ENSMUSG00000052336 | 4.704 | 3.045 | 2.009 | 0.930 | 0.772 | 0.815 | 1.524 | 1.489 | 1.414 | Cx3cr1 | chemokine (C-X3-C motif) receptor 1 |
| ENSMUSG00000052889 | 2.995 | 3.023 | 2.753 | 1.695 | 1.396 | 1.797 | 3.073 | 2.548 | 2.186 | Prkcb | protein kinase C, beta |
| ENSMUSG00000055413 | 16.635 | 11.223 | 10.209 | 8.625 | 6.568 | 7.301 | 12.338 | 12.010 | 9.867 | H2-Q5 | histocompatibility 2, Q region locus 5 |
| ENSMUSG00000063594 | 2.132 | 1.843 | 2.462 | 0.941 | 0.827 | 0.849 | 1.544 | 1.760 | 1.641 | Gng8 | guanine nucleotide binding protein (G protein), gamma 8 |
| ENSMUSG00000002325 | 14.107 | 11.954 | 11.424 | 7.405 | 6.276 | 6.922 | 9.050 | 8.752 | 8.960 | Irf9 | interferon regulatory factor 9 |
| ENSMUSG00000015340 | 5.891 | 6.346 | 4.960 | 3.958 | 2.645 | 3.522 | 7.154 | 6.048 | 5.095 | Cybb | cytochrome b-245, beta polypeptide |
| ENSMUSG00000015957 | 3.867 | 3.930 | 3.846 | 6.063 | 6.325 | 6.003 | 4.367 | 4.214 | 4.198 | Wnt11 | wingless-type MMTV integration site family, member 11 |
| ENSMUSG00000015968 | 0.648 | 0.816 | 0.734 | 0.360 | 0.356 | 0.388 | 0.576 | 0.507 | 0.572 | Cacna1d | calcium channel, voltage-dependent, L type, alpha 1D subunit |
| ENSMUSG00000017950 | 0.054 | 0.040 | 0.046 | 0.000 | 0.000 | 0.000 | 0.350 | 0.180 | 0.000 | Hnf4a | hepatic nuclear factor 4, alpha |
| ENSMUSG00000020782 | 7.972 | 6.133 | 6.812 | 8.546 | 10.166 | 8.539 | 5.902 | 6.105 | 6.545 | Llgl2 | LLGL2 scribble cell polarity complex component |
| ENSMUSG00000022523 | 1.318 | 0.974 | 1.123 | 0.335 | 0.712 | 0.754 | 1.214 | 1.572 | 2.250 | Fgf12 | fibroblast growth factor 12 |
| ENSMUSG00000023439 | 12.410 | 9.515 | 7.299 | 11.893 | 15.176 | 13.299 | 9.459 | 8.474 | 8.830 | Gnb3 | guanine nucleotide binding protein (G protein), beta 3 |
| ENSMUSG00000025017 | 3.632 | 3.071 | 2.480 | 2.282 | 1.339 | 1.762 | 4.940 | 3.447 | 2.746 | Pik3ap1 | phosphoinositide-3-kinase adaptor protein 1 |
| ENSMUSG00000025178 | 11.999 | 11.273 | 10.630 | 15.723 | 14.979 | 13.050 | 11.212 | 10.886 | 11.130 | Pi4k2a | phosphatidylinositol 4-kinase type 2 alpha |
| ENSMUSG00000026104 | 6.239 | 3.747 | 4.108 | 2.732 | 2.522 | 3.111 | 3.390 | 3.842 | 4.509 | Stat1 | signal transducer and activator of transcription 1 |
| ENSMUSG00000027523 | 3.999 | 4.957 | 4.820 | 6.187 | 10.298 | 5.596 | 4.250 | 4.122 | 3.985 | Gnas | GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus |
| ENSMUSG00000027995 | 3.451 | 3.270 | 2.540 | 2.314 | 1.531 | 1.766 | 3.532 | 3.095 | 2.530 | Tlr2 | toll-like receptor 2 |
| ENSMUSG00000027996 | 6.027 | 5.978 | 5.575 | 4.236 | 4.722 | 2.800 | 5.344 | 5.630 | 6.218 | Sfrp2 | secreted frizzled-related protein 2 |
| ENSMUSG00000027999 | 17.459 | 17.552 | 16.292 | 21.231 | 22.500 | 20.464 | 15.120 | 14.445 | 15.356 | Pla2g12a | phospholipase A2, group XIIA |
| ENSMUSG00000033220 | 6.220 | 5.375 | 3.885 | 4.061 | 2.596 | 3.033 | 6.260 | 4.787 | 3.828 | Rac2 | RAS-related C3 botulinum substrate 2 |
| ENSMUSG00000037411 | 17.838 | 15.702 | 20.941 | 32.393 | 34.737 | 32.565 | 17.994 | 22.241 | 26.592 | Serpine1 | serine (or cysteine) peptidase inhibitor, clade E, member 1 |
| ENSMUSG00000038668 | 3.313 | 3.081 | 3.416 | 2.366 | 2.217 | 2.221 | 2.777 | 3.236 | 3.220 | Lpar1 | lysophosphatidic acid receptor 1 |
| ENSMUSG00000044951 | 25.045 | 25.993 | 25.469 | 16.545 | 15.767 | 18.618 | 30.539 | 26.533 | 22.460 | Mylk4 | myosin light chain kinase family, member 4 |
| ENSMUSG00000052889 | 2.995 | 3.023 | 2.753 | 1.695 | 1.396 | 1.797 | 3.073 | 2.548 | 2.186 | Prkcb | protein kinase C, beta |
| ENSMUSG00000063594 | 2.132 | 1.843 | 2.462 | 0.941 | 0.827 | 0.849 | 1.544 | 1.760 | 1.641 | Gng8 | guanine nucleotide binding protein (G protein), gamma 8 |
| ENSMUSG00000078566 | 34.586 | 37.697 | 36.498 | 54.670 | 65.994 | 65.632 | 53.892 | 45.577 | 39.138 | Bnip3 | BCL2/adenovirus E1B interacting protein 3 |
| ENSMUSG00000083816 | 0.443 | 0.362 | 0.474 | 0.119 | 0.124 | 0.054 | 0.396 | 0.565 | 0.571 | Gm13033 | prostaglandin-endoperoxide synthase 2 pseudogene |

**Table SVIII. Immune system and signal transduction related genes of DCM mice heart before/after SPM treatment that belonging to profile 0, 1,6, and 7.**

**Table SIX. Venn analysis identified 14 TFs or TFs co-factors that differentially expressed in DCM but reversal regulated by SPM.**

| Gene_ID | CK-1 | CK-2 | CK-3 | DCM-1 | DCM-2 | DCM-3 | SPM-1 | SPM-2 | SPM-3 | symbol | ncbi_descritption | TF_Family | TF_type |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000017950 | 0.054 | 0.040 | 0.046 | 0.000 | 0.000 | 0.000 | 0.350 | 0.180 | 0.000 | Hnf4a | hepatic nuclear factor 4, alpha | RXR-like | TF |
| ENSMUSG00000026104 | 6.239 | 3.747 | 4.108 | 2.732 | 2.522 | 3.111 | 3.390 | 3.842 | 4.509 | Stat1 | signal transducer and activator of transcription 1 | STAT | TF |
| ENSMUSG00000002111 | 10.243 | 6.784 | 5.786 | 4.642 | 4.312 | 4.009 | 8.379 | 6.594 | 5.296 | Spi1 | spleen focus forming virus (SFFV) proviral integration oncogene | ETS | TF |
| ENSMUSG00000002325 | 14.107 | 11.954 | 11.424 | 7.405 | 6.276 | 6.922 | 9.050 | 8.752 | 8.960 | Irf9 | interferon regulatory factor 9 | IRF | TF |
| ENSMUSG00000008496 | 0.278 | 0.448 | 0.165 | 0.216 | 0.055 | 0.065 | 0.282 | 0.310 | 0.233 | Pou2f2 | POU domain, class 2, transcription factor 2 | Pou | TF |
| ENSMUSG00000018654 | 1.710 | 1.476 | 1.062 | 1.073 | 0.494 | 0.582 | 1.222 | 1.107 | 1.194 | Ikzf1 | IKAROS family zinc finger 1 | zf-C2H2 | TF |
| ENSMUSG00000024561 | 15.587 | 15.085 | 15.906 | 20.366 | 21.873 | 22.152 | 15.766 | 15.224 | 15.603 | Mbd1 | methyl-CpG binding domain protein 1 | MBD | TF |
| ENSMUSG00000027547 | 0.349 | 0.354 | 0.395 | 0.561 | 0.587 | 0.682 | 0.306 | 0.347 | 0.407 | Sall4 | spalt like transcription factor 4 | zf-C2H2 | TF |
| ENSMUSG00000033249 | 3.442 | 3.823 | 2.826 | 5.024 | 5.665 | 4.689 | 3.869 | 3.829 | 3.380 | Hsf4 | heat shock transcription factor 4 | HSF | TF |
| ENSMUSG00000003283 | 3.373 | 3.178 | 2.285 | 1.468 | 1.017 | 2.202 | 3.173 | 2.898 | 2.734 | Hck | hemopoietic cell kinase | Others | TF_cofactors |
| ENSMUSG00000004698 | 2.915 | 3.690 | 3.966 | 2.286 | 2.127 | 2.526 | 3.186 | 3.200 | 3.369 | Hdac9 | histone deacetylase 9 | Histone deacetylase | TF_cofactors |
| ENSMUSG00000022831 | 13.752 | 11.923 | 10.166 | 9.317 | 6.964 | 7.210 | 12.800 | 10.423 | 9.882 | Hcls1 | hematopoietic cell specific Lyn substrate 1 | Others | TF_cofactors |
| ENSMUSG00000034245 | 12.480 | 10.313 | 11.820 | 13.609 | 15.753 | 14.506 | 11.721 | 10.798 | 10.432 | Hdac11 | histone deacetylase 11 | Histone deacetylase | TF_cofactors |
| ENSMUSG00000049892 | 7.639 | 6.611 | 6.267 | 9.189 | 13.956 | 9.200 | 5.030 | 6.376 | 7.613 | Rasd1 | RAS, dexamethasone-induced 1 | Others | TF_cofactors |

How the deposited data were processed for this re-analysis (not part of the article)

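RNA was measured in 9 libraries, which the paper and the tissue labels give as heart while their extraction protocol speaks of retinas, 3 each of CK, DCM and SPM mice, and every library was assigned to its group by its deposited label. Whether a library holds the RNA of 1 mouse or of a pool of 6 hearts is stated in both ways in the paper. The labels carry no batch, date or lane.

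The authors deposited a matrix of counts, whole numbers per gene and library, made from reads filtered with fastp 0.18.0, and the aligner, counting tool, annotation and genome build are not given in the sources used here. The authors also deposited FPKM values per library, which equal the deposited count divided by 1 length per gene and by the library's total, with a largest relative deviation of 6.8e-13. The lengths themselves are not given in the sources used here. Counts were used for all results except the alternative fitted to FPKM values. All 22851 genes were kept before filtering. Of their identifiers, 31 are not in GENCODE M21 and stayed unnamed.

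Total counts lay between 29901300 and 39718680. Mitochondrial genes took 13.7% to 16.2% of the counts in CK, 15.5% to 18.9% in DCM and 21.0% to 21.1% in SPM, and the 10 most abundant genes of a library took 19.8% to 25.0%. TMM factors lay between 0.967 and 1.05. The common biological coefficient of variation over the 9 libraries was 0.122 across 14909 genes. Shares of counts carry Wilson 95% intervals, which cover counting error only and not the spread between animals.

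Groups were compared in pairs (DCM with CK, SPM with DCM and SPM with CK), each with its own 6 libraries, by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after filterByExpr and TMM normalization. The limits were a Benjamini-Hochberg adjusted p of 0.05 and a fold change of 1.5, as in the paper's methods. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The numbers of the replicates did not pair the libraries. The correlations of residuals between libraries of the same number lay between -0.0746 and 0.205 and those between other numbers between -0.284 and 0.218, so no replicate term was used. The steps were tested on simulated data with 200 changed genes among 14402 to 14443 tested. Genes changed at least 2-fold were recovered at 94%, 89.5% and 90.2% for the comparisons in the order given, all changed genes at 74%, 72% and 75%, and 8, 9 and 6 unchanged genes were called.

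Genes with opposite and with the same signs were counted among the calls of DCM compared to CK and SPM compared to DCM, and set against 20 simulations for each of several cases with shared DCM libraries. The 12 marker lists are liver, coagulation and complement made in liver, macrophage, T and NK cell, B cell, neutrophil, interferon response, fibroblast, atrial myocardium, fatty acid oxidation under PPAR-alpha, adipocyte and erythroid. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The share of the liver lists was compared by a two-sided exact permutation test, whose smallest p with 3 against 3 libraries is 0.1. Genes were assigned to the 8 profiles by the largest Pearson correlation with the log2 change from DCM, on CPM plus 0.1. Simulations, exact tests and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

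Single genes were named by a rule set before the data were examined but after the values of Tables S1 to S9 had been seen. The rule takes the genes that the paper's text names, the genes of Tables S7 and S9 where a call differs from the paper's, the 5 largest rises and the 5 largest falls of DCM compared to CK and of SPM compared to DCM among called genes whose libraries do not overlap, the 3 most abundant genes of each marker list, and the Y-linked genes. BC023105, Mapk4 and the genes of Table S8 named for their place on the liver lists were chosen after their values were seen. Some genes that the rule takes are not reported here.

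The alternatives were a fold change of 1.3, no fold-change limit, DESeq2 1.42.0, DESeq2 with a fold change of 1.3, RLE normalization, no low-count filter, at least 1 CPM in at least 3 libraries, all 9 libraries in one fit, a replicate block, limma on log2 of FPKM plus 0.1, and each library left out in turn. For the lists, fry and camera with an estimated correlation were added, and for the profiles and the correlations of gene pairs the filter, the pseudocount, the limit and Spearman's rho were changed. A correction for GC content was added after the data were examined. In it the trend of each library's log2 CPM on the GC content of the gene's longest transcript (lowess span 0.3) entered the fit as an offset. The memberships of KEGG pathways, the list of TFs and co-factors, and the inputs of the interaction networks were not used here.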

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

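The tests on SPM replicate 2, on GC content, on mitochondrial transcripts and on other groupings of the 9 libraries were chosen after the results had been seen. The comparison of liver and coagulation genes between CK replicate 2 and SPM replicate 1 used libraries and genes picked by their values. The other tests were set before the data were examined.

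In SPM compared to CK 1342 genes were called. The paper's text names this comparison once, with the 1393 genes that its Table S2 holds for SPM compared to DCM. The number was 771 without SPM replicate 2. Of the 10 ways to split these 6 libraries into 3 and 3, 1 gave as many, the real one, and the same holds for DCM compared to CK and for SPM compared to DCM. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. Under the GC correction the number was 1061. Of the 625 genes called in DCM compared to CK, 58.4% were called in SPM compared to CK with the same sign. In SPM compared to DCM 9.6% were called with the opposite sign. Shared CK libraries by themselves favor the former, and shared DCM libraries the latter. The effect of shared CK libraries was not simulated, so these shares cannot be weighed against each other. CK differed from both other groups in 365 genes, SPM in 226 and DCM in 60. These numbers were 294, 29 and 6 without SPM replicate 2 and 377, 55 and 26 under the GC correction.

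The liver list took 491.414 CPM of SPM replicate 1, more than in any other library. A treatment effect on the liver list in every SPM library is argued against by SPM replicate 3, which at 52.617 CPM lay within the range of DCM (43.6 to 55.7). It also lay within the range of CK (26.6 to 112.8), whose upper end is CK replicate 2. For the coagulation and complement list this does not hold. There SPM replicate 3 held 1.11 CPM, above DCM (0.196 to 0.458) and between CK replicates 1 and 3 (1.304 and 0.802). Liver tissue carried into the hearts or pools may be the source. In CK replicate 2, an untreated library, the liver and coagulation genes had a similar order of abundance to that in SPM replicate 1, with a Spearman rho of 0.9328 across 39 genes below 1 CPM in the DCM and other CK libraries, and genes are not independent replicates. Genes with at least 10 counts in CK replicate 2 held a median of 0.142 of their CPM in SPM replicate 1, with a range of 0.0746 to 0.367. Of the 39 genes, 38 were highest in SPM replicate 1, including 19 of the 20 outside coagulation. The study picked 14 liver and 11 coagulation genes from these libraries, and 4 genes of the liver list reached 1 CPM in all CK libraries. A response of the heart to SPM in some mice only stays open as untested.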

How the results depend on the processing

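The GC correction was chosen after the data were examined, and the other alternatives were set before. Across alternatives, the summary results stayed on their side in 111 cases, moved in 58 and changed sign in 1. Among single genes, lists and tables 1296 stayed, 89 were no longer past the threshold, 155 became so, 77 moved and 8 changed sign.

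With a fold change of at least 1.3, 1100 genes were called in DCM compared to CK, 1299 in SPM compared to DCM and 2532 in SPM compared to CK, with 135 genes of opposite signs, 47 of the same sign and 2225 genes of Tables S1 and S2 called. Without a fold-change limit the numbers were 1497, 2408, 3989, 266, 87 and 2259. With DESeq2 and 1.3 they were 1251, 1441, 2672, 170, 57 and 2459. These settings call more by construction, as they lower the limit. Without the low-count filter 116 genes had opposite signs, and the cause was not tested. RLE normalization, DESeq2 at 1.5, a minimum of 1 CPM, all libraries in one fit and limma on FPKM kept the numbers of genes called in each comparison and the numbers of genes with opposite and same signs within 1.5 times. Under limma 33.5%, 66.6% and 39.0% of the calls were upregulated in DCM compared to CK, SPM compared to DCM and SPM compared to CK, against 46.7%, 75.2% and 55.2% by edgeR.

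Under the GC correction 129 genes were called in SPM compared to DCM, with 26 genes of opposite signs and 7 of the same sign, and the median of the fibroblast list in SPM compared to DCM was 0.011. Of the calls lost in SPM compared to DCM, 236 were lost on the adjusted p alone, and the cause of these losses was not tested. It called 667 genes in DCM compared to CK and 1061 in SPM compared to CK.

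Leaving out 1 library gave 427 to 704 genes in DCM compared to CK, 56 to 791 in SPM compared to DCM (56 without SPM replicate 2, 73 without DCM replicate 2, 280 without DCM replicate 1, 791 without SPM replicate 3) and 771 (without SPM replicate 2) to 1589 in SPM compared to CK. Genes with opposite signs numbered 6 to 70 (6 without DCM replicate 2 and without SPM replicate 2, 37 without DCM replicate 1, 38 without DCM replicate 3, 39 without CK replicate 2). Genes with the same sign numbered 1 to 35 (1 without DCM replicate 2, 3 without DCM replicate 1 and without SPM replicate 2, 8 without DCM replicate 3, 12 without SPM replicate 1, 35 without SPM replicate 3). Called genes of Tables S1 and S2 numbered 481 to 1173 (481 without DCM replicate 2, 659 without SPM replicate 2). The share of the liver list in SPM exceeded that in DCM by 101.4 (without SPM replicate 1) to 320.8 CPM, or by 97.7 CPM without Alb. The profiles 0, 1, 6 and 7 held 36 (without DCM replicate 2) to 191 genes, with 56 without SPM replicate 2. Marker lists called numbered 21 to 27. With SPM replicate 1, 2 or 3 left out, the numbers in SPM compared to DCM were 456, 56 and 791 at the same nominal group sizes. The fits without replicate 1 or 3 keep replicate 2 beside a library with which it may share reads. The 3 fits may therefore differ in independent libraries, and these numbers cannot decide whether lower power accounts for the moves. For the other results the part of lower power was not tested.

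The correlation of log2 fold changes lay between -0.3361 (without DCM replicate 3) and -0.1406 (without CK replicate 2). It was -0.0579 with DCM replicate 1 against CK and the other DCM libraries against SPM, and -0.0452 with these roles exchanged. For DCM replicate 2 the values were -0.2054 and -0.0227, and for DCM replicate 3 0.0613, a change of sign, and -0.1329. Shared libraries move this value below 0 by construction, as the simulations with no effect showed. The profiles 0, 1, 6 and 7 held 357 genes when all genes past the filter were taken, 342 at a change of 1.5-fold and 31 with CPM plus 1. Pairs of TF and other genes over the limit made up 23.81% with group means subtracted, 45.95% at a limit of 0.8 and 69.76% by Spearman's rho. Of 24 lists called, fry called 8 and camera with the estimated correlation 0 (2 at an unadjusted p below 0.05). A correlation among genes raises the variance of a list's mean.

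Signs also changed for the following medians of lists, given with their lowest and highest values over the libraries left out. For SPM compared to CK, the macrophage list lay between -0.134 (without SPM replicate 1) and 0.331 (without SPM replicate 3, past the threshold). The adipocyte list lay between -0.691 (without CK replicate 1) and 0.813 (without CK replicate 2, past the threshold), with -0.025 without SPM replicate 1. For DCM compared to CK, the liver list lay between -0.811 and 0.442 and the adipocyte list between -1.105 and 0.428, both highest without CK replicate 2. For SPM compared to DCM, the B cell list lay between -0.149 (without DCM replicate 2) and 0.736 (without DCM replicate 1, past the threshold), and the fibroblast list between -0.219 and 0.052 (without SPM replicate 1). None of these results was past its threshold with all libraries, and the cause was not tested.

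A block for the replicate number, which does not pair the libraries, called 568, 610 and 1282 genes, with 67 of opposite signs and 22 of the same sign, and 25 lists. It added the adipocyte list in SPM compared to DCM. Hnf4a had too few counts to be tested with the low-count filter, so most alternatives give no value for it. At these depths genes below about 1 CPM have few counts, and 16 called genes of DCM compared to CK, 63 of SPM compared to DCM and 128 of SPM compared to CK were below 1 CPM in both groups.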

Differences from the paper's values

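In DCM compared to CK the paper gives 636 upregulated and 682 downregulated genes, and 292 and 333 were called here. Of the alternatives set before the data were examined, a fold change of 1.3 (538 and 562), no fold-change limit (761 and 736) and DESeq2 with 1.3 (598 and 653) came within 1.5 times both of the paper's numbers, and no low-count filter (509) and limma on FPKM (461) came within 1.5 times the second. The other alternatives differed. Tables S1 and S2 hold genes down to a fold change of 1.3 in the paper, while its methods state 1.5. At 1.5 Table S1 holds 772 of the paper's genes (351 up, 421 down) and Table S2 606 (449 up, 157 down).

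For SPM compared to DCM the paper gives 887 upregulated and 506 downregulated genes, and 392 and 129 were called here. A fold change of 1.3 (858 and 441) and DESeq2 with 1.3 (947 and 494) came within 1.5 times both numbers. No fold-change limit did so for the first (1286) and not for the second (1122). The other alternatives differed. The GC correction, chosen after the data were examined, did not come closer.

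The paper gives 63 genes up in DCM and down in SPM, and 18 were called here. A fold change of 1.3 (57) and DESeq2 with 1.3 (65) came within 1.5 times that number, and no fold-change limit (151) and the other alternatives differed. For genes down in DCM and up in SPM the paper gives 111, against 42 here. A fold change of 1.3 (78), no fold-change limit (115), DESeq2 with 1.3 (105) and no low-count filter (93) came within 1.5 times, and the other alternatives differed.

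The paper gives 83 genes in profile 6 and 108 in profile 7, against 46 and 64 here. For profile 6, the genes of Tables S1 and S2 (61), a change of 1.5-fold (123), leaving out CK replicate 3 (57) and leaving out DCM replicate 1 (67) came within 1.5 times. For profile 7, the genes of Tables S1 and S2 (96), all genes past the low-count filter (147), a change of 1.5-fold (119) and leaving out SPM replicate 3 (105) did. The other alternatives differed. The paper's text counts 1 pattern fewer than the 8 profiles of its Fig. 5A.

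The paper gives 14 TFs and co-factors changed in DCM and changed back in SPM, and 3 of them were called in both comparisons here. A fold change of 1.3 (10), no fold-change limit (10) and DESeq2 with 1.3 (12) came within 1.5 times, and the other alternatives differed. Hnf4a was called in both comparisons without the low-count filter. In SPM compared to DCM it could be tested in 5 alternatives and was called in 2 of them. It was not called without DCM replicate 1, 2 or 3.

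Of the genes of Table S7, 12 were called in both comparisons here, 25 with a fold change of 1.3 and 29 with DESeq2 and 1.3. DESeq2 with 1.3 called 1193 of the 1318 genes of Table S1 and 1266 of the 1393 genes of Table S2. It also called 98 of the 108 genes of Table S3, 89 of the 110 of Table S4, 150 of the 160 of Table S5 and 116 of the 131 of Table S6. The fold changes of the paper's tables and those of DESeq2 here differed by a median of 0.0027 and 0.0032 on the log2 scale in Tables S1 and S2.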

Other observations

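The tests on SPM replicate 2, on GC content and on mitochondrial transcripts, and those on other groupings of the 9 libraries, were chosen after the results had been seen. The tests of the shared DCM libraries, of leukocyte content and of group means were set before.

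SPM replicate 2 lay between SPM replicates 1 and 3 for 67.5% of genes. Its median squared deviation from their best mixture was 0.902 times the counting noise, against at least 2.49 for the other combinations of a library with a pair, which argues against a separate pool that happens to resemble both. RNA of both mixed and then sequenced as a library of its own is argued against by the rare transcripts. Of 2656 genes absent from replicates 1 and 3, 30 had a count in replicate 2, which is 1.13%, against at least 13.9% for the other combinations. Only 0.56% of all genes, 129, had more counts in replicate 2 than in replicates 1 and 3 together, 81 of them by 1 count and 9 by more than 10, against at least 3.96% for the other combinations. Genes with a single count in replicate 1 and no count in replicate 3 had 1 count in replicate 2 in 40.2% of 831 cases and more than 1 in 4 cases. For replicate 3 the values were 52.9% of 779 and 6 cases. A candidate explanation is that the counts of replicate 2 were made from reads that are also in replicates 1 and 3. How the libraries were made and handled was not tested.

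Fold changes of SPM compared to DCM followed GC content with a Spearman rho of -0.5022 across 14484 genes, which are not independent replicates. Within libraries, against the mean of all, rho lay between -0.413 and -0.343 in SPM, between 0.0148 and 0.406 in DCM and between 0.0069 and 0.349 in CK. Under the correction 413 of the 521 calls were lost. The fold change of 177 of them fell below the limit, and for these the trend may be the source. The other 236 were lost on the adjusted p alone, 61 of them with a fold change that was no smaller, so for these the trend stays an open source. Of the 413, 389 had an unadjusted p below 0.05 under the correction. The 108 calls that stayed argue against the trend as the source of all calls. Whether the trend came from the preparation or sequencing of the SPM libraries or from the treatment cannot be told apart, since no batch is given and all SPM libraries share the trend. Gene length had a rho of 0.137 in the same comparison.

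Mitochondrial transcripts took 21.1 ± 0.045% of counts in SPM and 17.1 ± 1.74% in DCM (SD, n = 3, two-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). SPM replicate 2, whose independence is in doubt, counts as a library of its own in these values. SPM replicates 1 and 3 held 21.093% and 21.088%, against 15.5% to 18.9% in DCM. The median log2 fold change of the mitochondrial genes was 0.71, with 16 of 16 genes higher. More mitochondria are argued against by 81 nuclear-encoded respiratory genes, whose median was -0.197 with 11 higher. Under the GC correction the mitochondrial median was 0.305 with 13 of 16 higher, so the trend may account for part of the change. What lies behind the remainder was not tested.

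The neutrophil list rose in DCM compared to CK by a median of 1.256 while the macrophage, T and NK cell and B cell lists fell. A change in the number of leukocytes of all kinds would not by itself give this split. However, fry called none of these lists in this comparison. Its adjusted p was 0.067 for the neutrophil, 0.0992 for the macrophage, 0.102 for the T and NK cell and 0.169 for the B cell list. Camera with an estimated correlation gave an adjusted p of 0.538 for each, so the split does not settle the question. Changes in single kinds of leukocytes, or in the expression within them, stay open and were not tested.

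Genes with opposite signs in DCM compared to CK and SPM compared to DCM numbered 60. Simulations with no effect gave at most 0 such genes, or 2 with SPM replicate 2 drawn from replicates 1 and 3. They called at most 5 genes in a comparison, so they cannot decide whether chance values of the shared DCM libraries account for part of the 60. With effects of the observed sizes on unrelated genes the simulations gave 5 to 16, from fewer called genes than in the data, 495.5 and 345.5 on average. SPM replicate 2 was a library of its own in those runs, so they are not like the data if it shares reads with replicates 1 and 3. In the data, the number with opposite signs was 6 without SPM replicate 2, 6 without DCM replicate 2, 37 without DCM replicate 1, 38 without DCM replicate 3 and 39 without CK replicate 2. Among 100 groupings of the 9 libraries, drawn from 840 with the real one included, 4 gave as many genes with opposite signs and 1 gave as many with the same sign, but 96 of the 99 others called no gene in at least 1 of the 2 comparisons, which fixes both counts at 0. In the 3 that called genes in both, 91, 109 and 336 had opposite signs and 0 the same sign. Each of these 3 kept all SPM or all CK libraries together as the group shared by both comparisons. A real difference of that group gives opposite signs there, so these numbers do not show what chance gives. The groupings therefore cannot decide on chance for either count. The counts are 6 and 3 without SPM replicate 2. For the marker lists 5 of the 100 groupings called as many, and the 99 others each called between 4 and 25 lists. So chance cannot be excluded for the number of lists. For the correlation of log2 fold changes 91 had a rho as low. That count cannot decide on chance, since shared libraries move rho below 0 in every grouping. The observed -0.221 lay above simulations with no effect (-0.469 to -0.440). It also lay above those with SPM replicate 2 drawn from replicates 1 and 3 (-0.417 to -0.387).

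After group means were subtracted, 23.81% of the pairs of TF genes and other genes passed the limit of 0.6, above the largest simulated value of 20.95% for independent genes. Group means alone are therefore not the whole of the relation. The values were 26.67% and 26.19% without SPM replicate 2. The 9 libraries hold fewer than 9 independent samples if replicate 2 draws on the others, and a shared source such as cell content was not tested.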
